A study of Mus musculus with 155 samples. Its data were reported in "Cx3cr1-deficient microglia exhibit a premature aging transcriptome" (2019).

How the data were processed

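RNA was sequenced from sorted brain microglia of mice that carried 2 intact copies (WT), 1 intact copy (Het) or no intact copy (KO) of Cx3cr1, the gene of the fractalkine receptor, in which green fluorescent protein replaces the targeted sequence. The mice were littermates from crosses of Het animals. Microglia were sorted as CD11b-positive cells with low CD45. The naive set held 93 microglia libraries from untreated mice at 3 ages, named here 2mo, 1yr and 2yr. A separate set held 62 libraries from 31 mice injected with saline or with lipopolysaccharide (LPS, a bacterial cell wall component that provokes inflammation), namely microglia (MG) and unsorted peritoneal cells (PC) of each mouse. Each library came from 1 mouse and was grouped by the genotype, age, sex, cell type and treatment in its label, which gave 19 groups. Libraries are named by group, number and sex (2mo WT 7F).

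The authors prepared cDNA with a low-input full-length protocol, sequenced read pairs, aligned them to mouse build mm10 with STAR and quantified genes with RSEM. The authors deposited RSEM estimated counts, which need not be whole and are not normalized, with 1 column per library and a separate table for each set. They also deposited TPM values (transcript abundance), scaled to the same sum in each library over all rows including spike-ins. Versions of STAR and RSEM, the annotation release and the use of strand were not stated, so values of overlapping, antisense and near-identical genes are uncertain, and RSEM divides reads shared between such genes by its model. FPKM tables of the same quantification were not used here. Both tables held 45798 rows, of which 92 were ERCC spike-in RNAs and 45706 were genes. A symbol was matched to 45143 gene IDs by the ID without its version, and unmatched IDs held 0.116% of the counts. Spike-in rows held 1.41% of all estimated counts and were left out of library sizes and tests. Another 2 columns that matched no sample were not used. Positions are from GENCODE M21 on GRCm38, the same assembly as mm10. The study left out some libraries by their position on principal components, among them LPS mice that lay with the saline mice. All labelled libraries were used here.

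Total estimated counts over genes ranged from 9635000 to 19990000 per library, with a median of 13110000. The number of genes detected ranged from 15800 to 18890. No molecular identifiers were used, so counts of a gene are not independent molecules. Of the 628 pairs of libraries within a group, the closest pair had a chi-square of 4.47 per gene, above sampling noise. No library was therefore counted as a re-sequenced duplicate. A second preparation of the same RNA could also exceed sampling noise, so it is not excluded.

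Estimated counts were rounded to whole numbers, genes with a sum under 10 in a fit were dropped, and DESeq2 1.42.0 (R 4.3.3) was run with its median-ratio size factors, a two-sided Wald test and Benjamini-Hochberg adjustment. Adjusted p-values for single genes below are from this test unless another is named. A differentially expressed gene (DEG) had an adjusted p under 0.05 and a fold change above 1.3 or below 0.7. Its mean was above 4 TPM over the libraries in the fit. These limits are modelled on the study's. The lower limit of 0.7 and the mean over a fit are choices made here, where the study averaged over all samples. Genotypes were compared within each age, and within LPS microglia and peritoneal cells, with sex in the model and the 3 genotypes sharing 1 dispersion estimate. Ages were compared within each genotype with sex in the model. Females and males were compared within WT mice of each age, and over all genotypes at 2yr. LPS was compared with saline in WT and KO mice with sex and genotype in the model. Interaction terms tested whether the KO effect differed between 2yr and 2mo or between LPS and saline microglia, whether the sex effect differed between 2yr and 2mo, and whether the LPS response differed between cell types. In simulated counts drawn from the real means and library sizes with 200 genes changed by 1 on the log2 scale, DESeq2 recovered 91.5% of the changed genes in the 2mo KO against WT design and 83% in the 2yr WT female against male design, with 3.68% and 8.79% false calls. In the MG genotype by treatment interaction it recovered 55% with 15.4% false calls.

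Principal components of the 2mo libraries were computed on the 500 most variable genes after DESeq2's variance stabilizing transformation. An aging score was the mean log2(TPM + 1), centred per gene, of genes higher minus genes lower in 2yr against 2mo. For KO against WT the genes came from Het mice, and for Het against WT from KO mice, so no scored library chose them. A KO score used the 2mo KO against WT DEGs without Cx3cr1 in the same way in MG libraries of the other set. Scores and components were compared with two-sided permutation tests, exact where a group had under 10 libraries and otherwise with 1e+05 draws. The KO and age effects share the 2mo WT libraries, so their correlation across genes was compared with 1000 random splits of the 2mo WT libraries. In each split a part of them stood in for KO. The real value was the median over random KO and WT subsets of those sizes. Where no library was shared, the KO and reference labels were permuted 1000 times. The correlation p was then two-sided, and all other p-values of the KO and age comparison were one-sided. Gene lists were written for neutrophils, choroid plexus, B cells, border macrophages, monocytes, T and NK cells, endothelial cells, astrocytes, oligodendrocytes, neurons, proliferation, early-response genes and core microglia, and for the genes named in the text of the study. A list's median log2 fold change was compared with 10000 random lists of the same size matched on mean expression, with genes at the floor of 3 counts set to their bound.

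Alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM factors), DESeq2 with TMM factors, no TPM minimum, fold limits symmetric on the log scale (1.3 and its inverse), no sex term, only the libraries of the compared groups, a replicate block, leaving out each library in turn, another pseudocount, and other genes for the scores and components. These, the lists, the main comparisons and their tests, and the rule for named genes (Cx3cr1, sex-linked label genes, genes on the lists, and the 3 highest and 3 lowest DEGs of each comparison) were fixed before the data were examined. The random splits for the overlap and direction of KO and age DEGs were added after their correlation had been seen, the direction statistic was then changed, and setting list genes at the floor to their bound was also a later change. Alternatives chosen after seeing the data left out libraries whose sex-linked genes contradicted the label, used neutrophil and choroid plexus scores as covariates, left those lists out of the components, used the Het libraries as the reference for KO against age, and left out each library in turn for KO against WT at each age. Replicate numbers are given within a group and were not described as marking litters or days. Deviations of libraries that share a number and sex were correlated by 0.0663 on average for 2mo KO and WT, with a lowest pair of -0.00541. In other comparisons the mean ranged from -0.0373 (WT 1yr and 2mo) to 0.163 (LPS peritoneal cells, KO and WT, lowest pair 0.142). A shared day or litter is therefore not excluded. Microglia and peritoneal cells of the other set were paired by animal, since both carry the animal's number and sex. Sex-linked genes of the pair disagree for LPS Het 8M and 9F, which are not in the fits that use the pairing. Processing days were not given in the labels, so no fit used them. Only some of the genes covered by the rule for named genes are given, picked after their values were seen, and the values of 1 such gene are withheld.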

Results

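In microglia Cx3cr1, the targeted gene, separated the genotype labels in all but a few libraries. At 2mo its mean was 3267 ± 1327 TPM in WT (mean ± SD, 11 libraries, range 194.3 to 4599), 2095 ± 508.5 in Het (9 libraries, 1195 to 2636) and 64.4 ± 7.71 in KO (11 libraries, 50.2 to 73.4). At 1yr it was 3688 ± 601.6, 1837 ± 275.6 and 75.6 ± 8.97 in 10, 11 and 12 libraries. At 2yr it was 4140 ± 1464 (10 libraries, 23.99 to 5106), 2493 ± 105.2 (8 libraries) and 413.6 ± 1131 (11 libraries, 64.2 to 3824). The log2 fold change of KO against WT was -5.64 (SE 0.25) at 2mo, -5.69 (SE 0.06) at 1yr and -4.52 (SE 0.57) at 2yr. In the other set Cx3cr1 was 4001 ± 1124 TPM in WT and 35.5 ± 3.83 in KO saline microglia (4 and 3 libraries), and 3043 ± 466.1, 1707 ± 320.4 and 35.5 ± 8.05 in WT, Het and KO LPS microglia (9, 8 and 7 libraries). Peritoneal cells held little Cx3cr1, 7.19 ± 4.34 TPM in WT and 0.617 ± 0.411 in KO saline mice, and 3.67 ± 4.04, 1.64 ± 1.86 and 0.361 ± 0.278 in WT, Het and KO LPS mice, whose ranges overlapped.

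**Figure D1:**
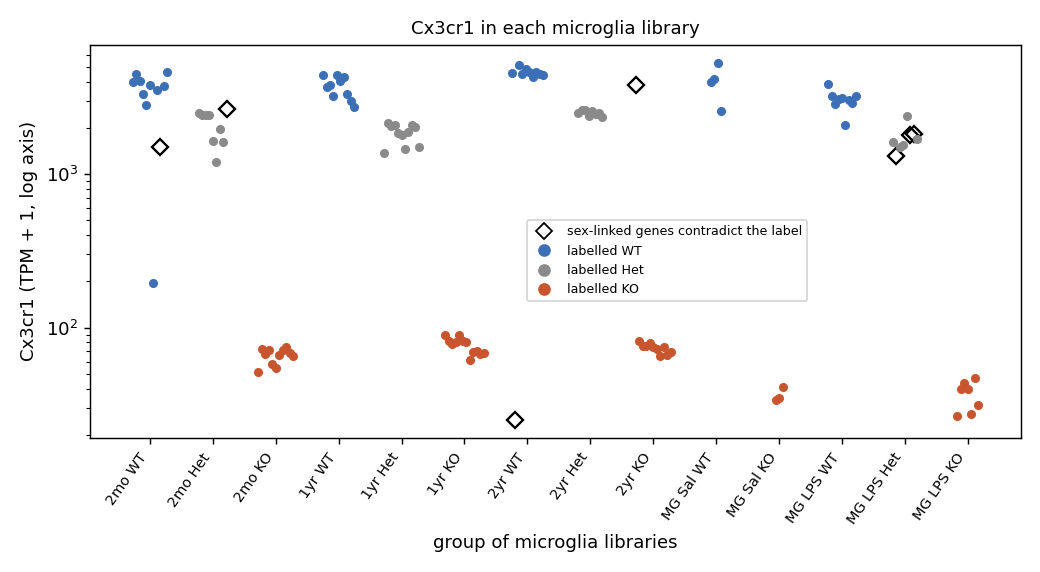
Cx3cr1 in each microglia library by labelled genotype, age and treatment. Libraries whose sex-linked genes contradict the label are marked.

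Xist and 4 genes of the Y chromosome contradicted the labelled sex in 8 of 155 libraries, of which 4 were naive. The library labelled 2yr WT 2F held 23.99 TPM of Cx3cr1, nearest the KO group, and the library labelled 2yr KO 1M held 3824, nearest the WT group. The library labelled 2mo WT 9F held 1507, nearest the Het group. All libraries were kept under their labels, so every KO against WT difference at 2yr below, each 2mo comparison with WT or Het, each age comparison, the sex comparisons at 2mo and 2yr, both interactions with age and the genotype fits of LPS microglia and peritoneal cells include libraries whose label is in doubt. The counts without them are given in the closing section. The library 2mo WT 7F, whose sex genes match its label, held 194.3 TPM of Cx3cr1, the lowest of the WT group.

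At 2mo, 363 genes were DEGs between KO and WT (210 higher and 153 lower in KO), 51 between Het and WT (5 higher, 46 lower) and 340 between KO and Het (229 higher, 111 lower). The limits of 1.3 and 0.7 ask more of a fall than of a rise on the log scale, and with symmetric limits KO against WT gave 210 higher and 215 lower. The steepest falls in KO were of genes that neutrophils express: Retnlg had a log2 fold change of -8.91 (SE 1.15, adjusted p 2.0e-11), Lcn2 of -8.84 (SE 1.38, adjusted p 6.0e-08) and Wfdc21 of -8.59 (SE 1.34, adjusted p 6.0e-08). S100a8 varied from 4.81 to 4037 TPM across the 11 WT libraries (1930 ± 1359) and was 8.76 ± 12.7 TPM in KO, with a log2 fold change of -8.25 (SE 1.17). Ttr, a transcript of choroid plexus, was 245.1 ± 252.2 TPM in WT, 17.7 ± 10.4 in Het and 17.9 ± 15.7 in KO, with a log2 fold change of -3.71 (SE 0.44) for KO. The highest rises were of Ccr1l1 (2.94, SE 0.60, adjusted p 0.00011), Egr1 (1.98, SE 0.39, adjusted p 6.1e-05) and Fos (1.81, SE 0.43, adjusted p 0.00173). The paper also measured genes by quantitative PCR in sorted microglia of a separate cohort, with probes for Ccr1l1, H2-Aa, Klf2, S100a8 and Egr1 among others. It reported that selected changes were seen there too, but showed Egr1 as an example of a gene that genotype did not alter. Those PCR values were not used here.

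**Figure D2:**
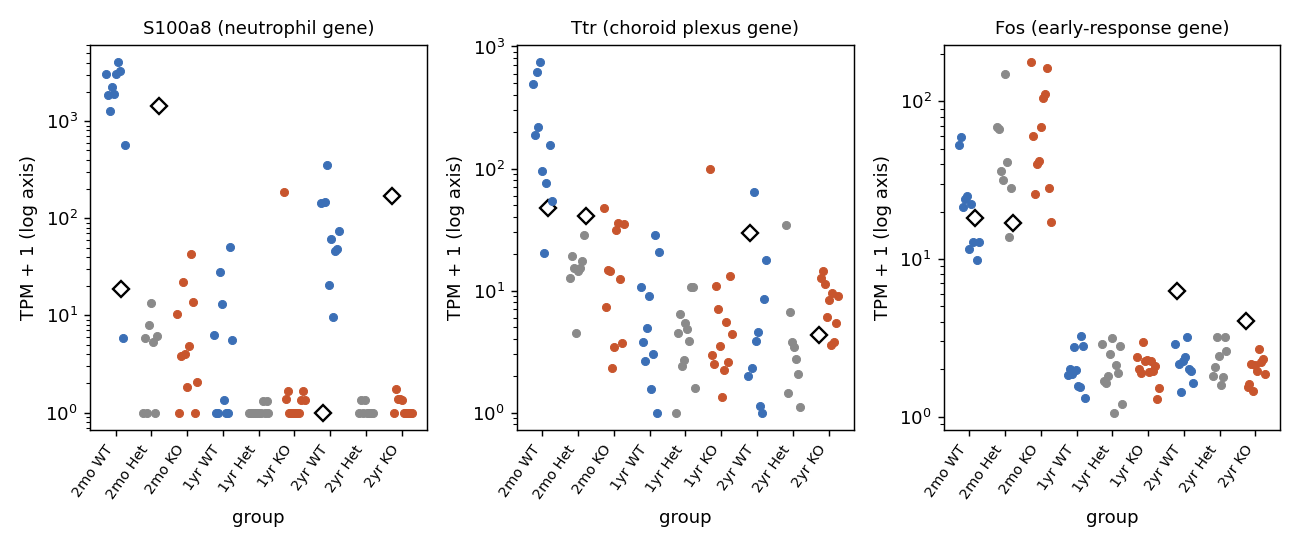
S100a8, Ttr and Fos in each naive library by labelled genotype and age. Libraries whose sex-linked genes contradict the label are marked.

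Genes that the study named for the KO mice moved in the same fit. H2-Aa, H2-Ab1 and H2-Eb1 had log2 fold changes of -1.03, -1.09 and -0.94 (SE 0.18, 0.19 and 0.17). Tnf rose by 1.19 (SE 0.21) and Klf2 by 1.04 (SE 0.21). The full list of genes named in the study left out Lilrb1 and held 39 genes, among them 9 named for sex. Of the 39, 30 had an adjusted p under 0.05 over all genes, 1 of them named for sex. Adjusted over the list alone 31 passed (9 higher, 22 lower), and 18 were DEGs. These genes were chosen on these samples, so the count is not independent evidence. Tcim, which the study did not name, rose by 1.29 (SE 0.27).

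Among the 152 genes lower in KO other than Cx3cr1, the median log2 fold change was -1.03 for KO and -0.36 for Het, and 123 (80.9%) had the same sign in Het. Among the 210 higher genes the medians were 0.49 and 0.04, and 132 (62.9%) had the same sign. Both effects use the same WT libraries and the genes were chosen on KO, so some agreement arises without any effect in Het, and how much was not computed. Of the 22 genes on the core microglia list, 1 had an adjusted p under 0.05 over all genes and over the list alone, Gpr34 (-0.31, SE 0.10, adjusted p 0.0262), and 0 were DEGs.

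The first principal component of the 2mo libraries held 36.8% of the variance, and KO (7.42 ± 2.62) and WT (-10.3 ± 7.17) differed on it with a permutation p of 1e-05, the smallest that the draws can give. Het lay between them at 3.51 ± 4.16 (exact permutation p 0.00028 against WT, and 0.00554 between KO and Het). Of the 50 genes with the largest weights, 19 were on the neutrophil or choroid plexus lists. Without those lists, a run added after the data were seen, KO (5.37 ± 7.50) and WT (-4.92 ± 4.24) still differed (permutation p 0.00062). The lists are too short to hold most genes of those cells, so this run does not exclude a part from them. The second component (16.95%) was 4.11 ± 5.72 in females and -3.86 ± 4.08 in males (permutation p 7e-05).

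**Figure D3:**
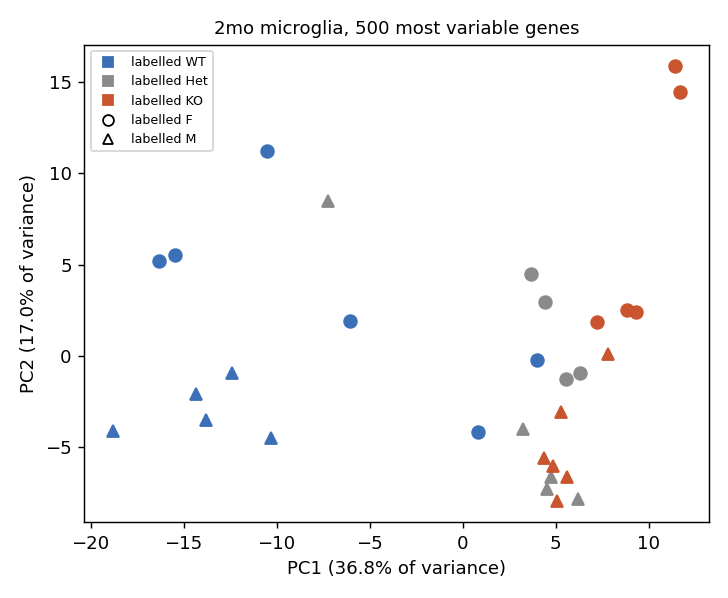
First and second principal components of the 2mo libraries by labelled genotype and sex.

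In older mice fewer genes differed between KO and WT: 70 at 1yr (47 higher, 23 lower) and 52 at 2yr (32 higher, 20 lower), with 6 and 9 between Het and WT. At unadjusted p under 0.05 the KO counts were 2399, 1159 and 1532 from the youngest to the oldest. Ccr1l1 rose by 3.94 (SE 0.49) at 1yr and 3.63 (SE 0.47) at 2yr, and Tcim by 1.44 (SE 0.20) and 1.46 (SE 0.17). An interaction term tested the difference between the 2yr and 2mo KO effects directly and gave 62 DEGs (33 higher, 29 lower), of which 53 had the larger effect at 2mo and 38 were also DEGs at 2mo. Fos (-2.34, SE 0.55) and Egr1 (-2.21, SE 0.42) were among those lower. Xist and Tsix were the highest, in a fit that holds libraries whose sex-linked genes contradict the label.

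**Figure D4:**
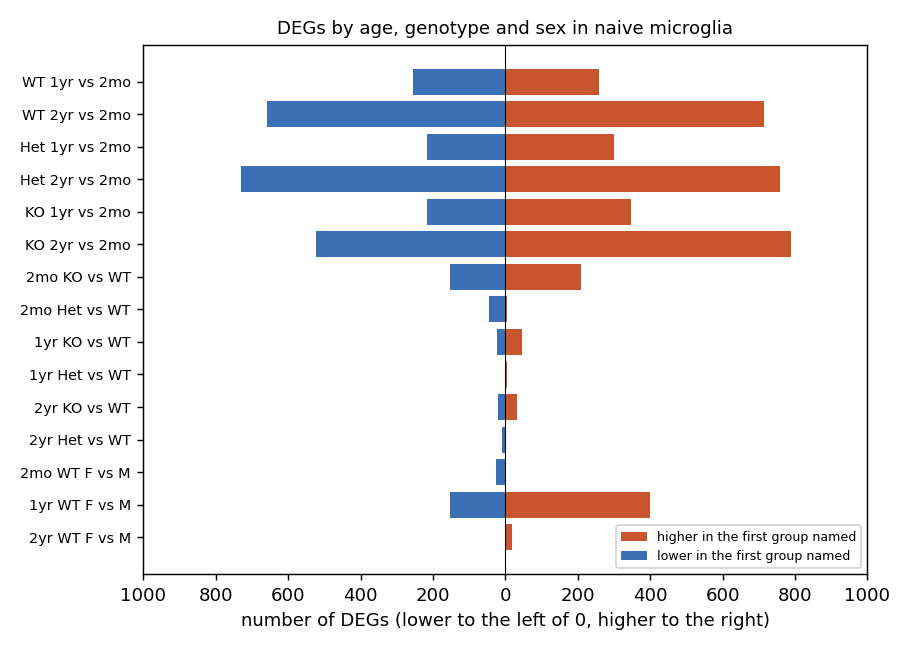
DEGs higher and lower in the age, genotype and WT sex comparisons of naive microglia.

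Against 2mo, WT had 512 DEGs at 1yr (258 higher, 254 lower) and 1373 at 2yr (714 higher, 659 lower), Het had 517 (300 higher, 217 lower) and 1489 (759 higher, 730 lower), and KO had 563 (347 higher, 216 lower) and 1313 (790 higher, 523 lower). In WT at 2yr, Cxcl13 rose by 4.93 (SE 0.77), Kcnj12 by 3.85 (SE 0.21) and Ildr2 by 3.68 (SE 0.14). Hist1h2ac was at least 23.2-fold lower and Ear2 at least 37.6-fold lower, and Hist1h3e had a log2 fold change of -7.43 (SE 0.43). Ear2 is on the monocyte list. Over listed genes the study did not name, medians here were -4.14 for monocytes, -3.53 for neutrophils and -3.26 for choroid plexus. They were -0.92 for border macrophages and 0.002 for core microglia, but 1.26 for neurons and 0.41 for astrocytes. Reads from other cells in the 2mo samples are therefore a candidate source of part of the falls with age. Fos fell from 23.6 ± 16.5 TPM in WT at 2mo to 1.09 ± 0.633 at 1yr and 1.62 ± 1.38 at 2yr.

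The effect of KO at 2mo was set against the effect of age. Across 10362 genes the Spearman correlation of 2mo KO against WT with WT 2yr against 2mo was 0.255, and 58.2% of genes had the same sign. The 2 effects share the 2mo WT libraries. In random splits of the 2mo WT libraries, with a part of them in place of KO, the correlation had a median of 0.207 (-0.218 to 0.677). For KO it was 0.281, the median over random KO and WT subsets of those sizes (one-sided random-split p 0.422). With the age effect of Het, which shares no library, the correlation was 0.139 (two-sided permutation p 0.718, KO and WT labels permuted). Of 346 KO DEGs and 1300 age DEGs among these genes, 149 were on both lists (43.4 by chance), and 135 of them (90.6%) had the same direction. For as many top genes the overlap was 126 against a median of 55 in the random splits of WT (32 to 102, one-sided random-split p 0.00699). The share with the same direction was 90.1% against 46.7% (4.76 to 95.4, one-sided random-split p 0.0539). With the Het age effect the overlap was 116 (one-sided permutation p 0.022) and the direction had a one-sided permutation p of 0.204. For KO against Het and the WT age effect, which also share no library, the overlap was 94 against a median of 56 (30 to 109, one-sided permutation p 0.0589). The direction had a one-sided permutation p of 0.127, and the correlation was 0.137 (two-sided permutation p 0.746). So the overlap passed its one-sided test in 2 of these 3 comparisons, which did not all use the same kind of split. A shared direction was not separated from chance in any.

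The aging score, with genes chosen in Het mice, was higher in KO than in WT at 2mo by 0.20 (0.14 ± 0.35 and -0.06 ± 0.34, 11 libraries each, permutation p 0.192). With genes chosen in WT mice, which include scored libraries, the difference was 0.44 (permutation p 0.0043). Het and WT differed by -0.0015 (exact permutation p 0.992). These scores were not adjusted for the spike-in share. In KO the score was 0.31 to 0.47 at shares of 1.14 to 1.49% and -0.43 to -0.01 at 2.55 to 6.17%. In Het, with genes from KO, it was 0.11 to 0.44 at 1.10 to 1.73% and -0.45 to -0.31 at 2.84 to 9.26%. In WT the order was looser, with -0.53 in 9F at 1.55% and 0.14 in 10F at 2.40%. RNA input was therefore not separated from aging in these tests.

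Sex differences were counted in WT mice. Females and males differed in 29 genes at 2mo (3 higher, 26 lower in females), 552 at 1yr (400 higher, 152 lower) and 19 at 2yr (19 higher, 0 lower, 358 in either direction at unadjusted p under 0.05). Only 3 of the 10 WT libraries at 1yr were male, and the groups at 2mo and 2yr hold 1 female each whose sex-linked genes are male. At 2mo the steepest falls in females were of Ttr (-2.61, SE 0.53), Igfbp2 (-2.60, SE 0.47) and Folr1 (-2.51, SE 0.47), all on the choroid plexus list. Choroid plexus RNA in the male samples was therefore not separated from a sex difference of microglia. Over all genotypes at 2yr there were 26 DEGs (21 higher, 5 lower). Among these Csf1 rose in females by 0.58 (SE 0.13, adjusted p 0.00324), Itgax by 0.55 (SE 0.14, adjusted p 0.021), Ccl4 by 0.60 (SE 0.14, adjusted p 0.0107) and Ccl3 by 0.68 (SE 0.18, adjusted p 0.0491). Of the 9 genes that the study named for sex, 6 had an adjusted p under 0.05 over all genes and 9 over the list alone, and 4 were DEGs. These too were chosen on these samples. The interaction of sex with age gave 2 DEGs, Dusp1 (2.64, SE 0.57, adjusted p 0.0201) and Ccl3 (1.05, SE 0.21, adjusted p 0.00928). Dusp1 ranged from 3.65 to 370.4 TPM in the 2yr WT group.

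LPS changed 3400 genes in microglia (2378 higher, 1022 lower) and 3124 in peritoneal cells (1955 higher, 1169 lower), of which 1007 were shared, 768 of them in the same direction and 239 in opposite directions. Among the 8695 genes tested above the TPM minimum in both cell types, 2904 and 2398 were DEGs, which gives 800.9 shared by chance. In microglia Il1r2 rose by 7.14 (SE 0.99) and Saa3 by 6.53 (SE 0.75). Saa3 was 544.2 ± 502.9 TPM in WT LPS and 4.57 ± 1.05 in WT saline microglia. In peritoneal cells Ngp rose by 13.52 (SE 1.34) and Nos2 by 9.85 (SE 0.95), and Mgl2 had a log2 fold change of -4.57 (SE 0.50). The LPS response differed between the cell types in 3499 genes. Peritoneal cells were not sorted, and their S100a8 was 14.44 to 1703 TPM in saline mice and 578.8 to 68770 TPM in LPS mice. Ngp and Il1r2 are on the neutrophil list. A change in the mix of cells was therefore not separated from a change within cells, in the peritoneal response or in this difference.

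After LPS, KO and WT differed in 30 genes in microglia (14 higher, 16 lower) and 1 in peritoneal cells (1274 at unadjusted p under 0.05), Mapk1ip1 (-0.63, SE 0.14, adjusted p 0.0428). In LPS microglia Tcim rose in KO by 1.83 (SE 0.38) and Klf2 by 1.47 (SE 0.24), from 9.87 ± 2.68 TPM in WT to 27.4 ± 8.67 in KO, and S100a8 had a log2 fold change of -3.80 (SE 0.88). Het and WT differed in 4 genes, Cx3cr1, Ddx3y, Tsix and Gm44346. Ddx3y and Tsix are sex-linked, in a fit that holds Het libraries whose sex-linked genes contradict the label. Gm44346 had 0 counts in the lower group, and the bound on its log2 fold change was 0. In saline microglia 36 genes differed between KO and WT (24 higher, 12 lower), among them Tcim (1.57, SE 0.32). All 3 saline KO mice were female. The interaction of genotype with LPS gave 3 DEGs (523 at unadjusted p under 0.05), Srp68, C130089K02Rik and Zfp407, in a design that recovered 55% of simulated changes.

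The KO score from the 2mo mice did not separate saline KO from WT microglia (difference 0.03, exact permutation p 0.971, 3 and 4 libraries). In LPS microglia it was higher in KO by 0.32 (exact permutation p 0.0568, 7 and 9 libraries).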

Values the study reported

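The paper reported 165 DEGs between KO and WT at 2mo (100 lower and 65 higher in KO), and 55 lower and 4 higher in Het than in WT. It reported 1,082 and 2,046 age DEGs in WT at 1yr and 2yr, and 706 and 1,312 in KO. Between KO and WT it reported 23 higher and 6 lower genes at 1yr, and 3 higher and 14 lower at 2yr. Between WT females and males it reported 4 higher and 5 lower at 2mo, 66 and 6 at 1yr, and 42 and 2 at 2yr. After LPS it reported 5,084 DEGs in microglia, 5,362 in peritoneal cells and 14 between KO and WT microglia.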

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

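The tests of mislabelling and mixed samples in this part were chosen only after the label check was seen. In groups of 4 to 10 libraries, the most extreme library was set against the spread of the others, which picks out about 1 in 20 groups by chance. It picked out 9 of 45.

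Of these, 3 concern Cx3cr1 on the log2(TPM + 1) scale. The library labelled 2yr WT 2F had 4.643 against 12.07 to 12.32 in the other 9, MG LPS WT 10F had 11.03 against 11.48 to 11.92, and PC LPS Het 7M had 2.826 against 0.60 to 1.58. In the library labelled 2yr WT 2F, Y genes summed to 172.7 TPM and Xist was 0.01. A mixture of a male and a female sample would leave the labelled sex's own marker in place, and in the 8 contradicting libraries this was at most 0.18 TPM, which argues against it. In 3 microglia libraries with contradicting sex, Cx3cr1 lay nearest another genotype's median of the same age or treatment, so exchanged labels are a candidate explanation. The libraries labelled 2yr WT 2F and 2yr KO 1M may have been exchanged with each other, and 2mo WT 9F with 2mo Het 10M. The libraries labelled MG LPS Het 8M (Xist 13.24 TPM) and MG LPS Het 9F (Y genes 125.3) contradict the sex that their peritoneal libraries show (Y genes 60.73 and Xist 1.67), so they too may have been exchanged. LPS Het 4M contradicts its label in both cell types (Xist 11.53 and 1.47). No library was reassigned, and no biological explanation was tested.

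The others concern depth and spike-ins. The total was 10.06 M counts in MG LPS KO 14M against 12.17 to 12.84 in the other 6 libraries, and 14.95 M in PC LPS WT 6F against 11.82 to 12.51. The ERCC share was 9.26% in 2mo Het 6F against 1.10 to 3.64%, and 1.867% in 2yr Het 8F against 0.441 to 0.923%. Genes detected numbered 18360 in MG LPS Het 3M against 16970 to 17530, and 18890 in PC LPS KO 12F against 17220 to 17760. Their causes were not tested.

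Effects that differed between groups by a test of the difference were 3 DEGs for genotype by LPS in microglia, 62 for genotype by age, 2 for sex by age, and 3499 for the LPS response of microglia against peritoneal cells. Of the last, the fitted effects of 2354 had opposite signs, effects near 0 included, and genes chosen for a difference favour this. The median log2 fold change of all genes in that comparison was 0.04, and 0.12 with TMM factors. Of the 62, 6 were on the other-cell or early-response lists. The lists are too short to hold most genes of those cells or responses, so whether these were the whole cause stays open. Spike-in RNA, which no fit of single genes used, held a median of 1.858% of the counts of the naive libraries.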

How the results depend on the processing

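The alternatives without contradicting libraries and with cell scores as covariates were chosen after seeing the data, as were those that left out libraries for KO against WT at each age. The cause of each change was not tested.

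With no TPM minimum, DEGs of KO against WT numbered 801 at 2mo (292 higher, 509 lower), 106 at 1yr and 81 at 2yr (39 higher, 42 lower). Those of Het against WT numbered 162 at 2mo and 26 at 1yr. Age DEGs at 1yr and 2yr were 1322 and 2501 in WT, 1092 and 2345 in Het, and 1540 and 2706 in KO. In WT they were 440 higher and 882 lower at 1yr, and 1161 and 1340 at 2yr. In Het they were 513 and 579, and 1117 and 1228. In KO more were higher at both ages (898 and 642, 1539 and 1167). Sex DEGs were 61 at 2mo and 43 over all 2yr libraries. There were 5038 for LPS in peritoneal cells, 62 for KO in LPS microglia (17 higher, 45 lower) and 4 for KO in LPS peritoneal cells. Het in LPS microglia gave 9, genotype by LPS 13 (1 higher, 12 lower) and sex by age 4.

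With edgeR there were 18 DEGs for KO at 2yr, 156 for KO against Het, 3 and 5 for Het at 1yr and 2yr, 12 and 284 for WT sex at 2mo and 1yr, 0 at 2yr (293 at unadjusted p under 0.05) and 14 over all 2yr libraries. In the other set there were 3 for KO and 1 for Het in LPS microglia, 4 for KO in saline microglia, 0 for KO in LPS peritoneal cells (1178 at unadjusted p under 0.05) and 0 for genotype by LPS (429). Genotype by age gave 23 and sex by age 1.

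KO in LPS peritoneal cells gave 0 with DESeq2 and TMM factors (1339 at unadjusted p under 0.05) and 0 with only the 2 groups (1110). With only the 2 groups, KO against Het gave 217 and Het in LPS microglia 1. Symmetric fold limits gave 83 for KO at 2yr (32 higher, 51 lower), and more lower genes elsewhere. There were 210 higher and 215 lower for KO at 2mo, 47 and 37 at 1yr, and 229 and 203 for KO against Het. Age at 1yr gave 258 and 358 in WT, 300 and 325 in Het, and 347 and 354 in KO. Age at 2yr gave 714 and 1087 in WT, 759 and 1190 in Het, and 790 and 961 in KO. WT sex at 1yr gave 400 and 389, and genotype by age 33 and 52. LPS gave 2378 and 1637 in microglia and 1955 and 1507 in peritoneal cells. Without a sex term there was 1 for Het in LPS microglia, 62 for KO in saline microglia and 7 for genotype by LPS.

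Without the libraries whose sex contradicts the label, KO against WT gave 116 DEGs at 2yr (44 shared) and 308 at 2mo (292 shared), Het against WT gave 58 at 2mo (46 shared) and 9 at 2yr (6 shared), and KO against Het gave 282 (250 shared). Age at 1yr and 2yr gave 484 (453 shared) and 1141 (1048 shared) in WT, 479 (446 shared) and 1280 (1241 shared) in Het, and 567 (555 shared) and 1322 (1237 shared) in KO. In LPS microglia KO gave 31 (27 shared) and Het gave 2 (1 shared), and in LPS peritoneal cells KO gave 0 (1293 at unadjusted p under 0.05). Genotype by age gave 57 (36 shared), sex over all 2yr libraries 90 (23 shared) and sex by age 13 (1 shared). With neutrophil and choroid plexus scores as covariates, KO against WT at 2mo gave 8 DEGs (1 shared), and Lcn2 reversed to 0.55. These scores themselves differ by genotype, so this fit removes part of any genotype effect.

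Replicate numbers were not described as pairing the mice. With them as a block, only libraries that share a number and sex with the other group were used (8 for KO at 2mo, 4 to 10 in the others named here), so these counts also rest on fewer libraries. KO gave 710 DEGs at 2mo (207 shared) and 14 at 1yr, Het gave 96 at 2mo and 5 at 2yr, Het age gave 215 and 132, KO age at 1yr gave 41, KO and Het in LPS microglia gave 17 and 46, KO in LPS peritoneal cells gave 2 and in saline microglia 8.

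Leaving out each library in turn gave 250 to 503 DEGs for KO at 2mo, 61 to 80 at 1yr and 38 to 95 at 2yr (95 without KO 1M, 87 without WT 2F). WT sex gave 25 to 46 at 2mo (46 without 9F), 427 to 777 at 1yr and 4 to 71 at 2yr (71 without 2F, 5 without 4M, 4 without 10M). LPS gave 3182 to 3688 in microglia and 2726 to 3429 in peritoneal cells. KO in LPS microglia gave 14 to 45 (14 without WT 6F or KO 11M, 18 without WT 1M or WT 8M, 19 without KO 9F, 45 without WT 9M), and in saline microglia 17 to 57 (17 without WT 1F, 23 without KO 2F, 57 without WT 2F). Genotype by LPS gave 0 to 13 (0 without saline KO 3F, with 440 at unadjusted p under 0.05, 11 without saline WT 1F, 5 without LPS WT 6F or LPS KO 12F, 13 without LPS WT 9M). The KO score differed by -0.18 to 0.14 in saline microglia (-0.18 without WT 2F, -0.08 without KO 3F). In LPS microglia it differed by 0.25 (without WT 10F, exact permutation p 0.0991) to 0.41 (without WT 1M, exact permutation p 0.00451). This permutation p was also under 0.05 without WT 5F (0.0483) or WT 11F (0.0402), and was highest without KO 9F (0.122).

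Differences on the second component divided by the SD of all values were 1.26 for sex in the report, 0.16 with more genes (permutation p 0.669) and 0.37 with log2(TPM + 1) (permutation p 0.306). With genes from WT, the aging score differed by 0.44 for KO and, reversed, by 0.20 for Het (exact permutation p 0.272). Without the listed genes it differed by 0.0053 for Het. With the 200 age DEGs of lowest p it differed by 0.26 for KO (permutation p 0.0901) and -0.19 for Het (exact permutation p 0.236). Without genes near Cx3cr1 the KO score differed by -0.0267 in saline microglia and by 0.29 in LPS microglia (exact permutation p 0.0832). With a pseudocount of 0.1 it differed by 0.43 in LPS microglia (exact permutation p 0.048). Of 219 values of single genes under alternatives, 189 stayed on the same side, 29 were weaker and 1 reversed.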

Other observations

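The tests of the 1yr sex difference, of library batches and of early-response genes as the whole cause, and the counts over other splits, were chosen only after the results were seen. The test on chromosome 9 was first run over all DEGs and then without the listed genes.

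The steepest falls in 2mo KO microglia were of genes that other cells express. Without the listed genes 330 of 362 DEGs remained. The lists are too short to hold most of so many, so this count does not show what share other cells account for. With neutrophil and choroid plexus scores as covariates 8 DEGs were left (1 shared), in a fit that removes part of any genotype effect. Of the 153 lower DEGs, 12 were on the neutrophil list, 4 on that for choroid plexus, 6 for border macrophages, 6 for monocytes and 1 for T and NK cells, with some on more than 1 list. With genes at the floor set to their bound, the median log2 fold change of the neutrophil genes the study did not name was -7.456, and these covaried with S100a8 within genotype (mean r 0.755, against 0.064 for the 95th percentile of random genes). Of the 18 neutrophil genes, 3 were above 4 TPM in 1yr WT microglia, 2 were on another list and 4 were named by the study, and 17 had an adjusted p under 0.05 over all genes and over the list alone. For choroid plexus the median was -3.555 and the mean r with Ttr 0.618 (random 0.108). Of its 22 genes, 2 were above 4 TPM in 1yr WT, 0 were on another list, 2 were named by the study and 21 had an adjusted p under 0.05 both ways. Border macrophage and monocyte genes had a median of -0.941 (26 genes). B cell genes had a median of -0.027, or -0.186 without setting genes at the floor to their bound. Of 11 with a value 6 were lower, and 0 had an adjusted p under 0.05. Their mean r with H2-Aa was 0.058 (random 0.08). Only 3 of the 12 were above 4 TPM in 1yr WT, so these values do not decide on B cells. Neutrophils, choroid plexus RNA, border macrophages or monocytes in WT samples are therefore candidate sources of part of the fall. A real difference in these cells between the mice was not tested here and stays open. The paper's PCR of sorted microglia in a separate cohort included S100a8.

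The medians of the remaining lists in the same comparison were -0.54 for border macrophages (14 genes, 6 with an adjusted p under 0.05 over all genes and 7 over the list), -1.27 for monocytes (13 genes, 8 and 10), -0.89 for T and NK cells (13 genes, 5 and 6), 0.02 for endothelial cells (12 genes, 0 and 0), -1.09 for astrocytes (12 genes, 5 and 8), -0.06 for oligodendrocytes (12 genes, 1 and 1), -0.65 for neurons (12 genes, 1 and 1), 0.13 for proliferation (12 genes, 0 and 0) and 0.09 for core microglia. For early-response genes the median was 0.14 over the 25 that the study did not name. Of all 30 on that list 8 and 9 passed, all higher. At unadjusted p under 0.05 there were 2399 genes in this comparison.

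Cx3cr1 and S100a8 went apart in 2 libraries of the 2mo WT group. In 2mo WT 7F, Cx3cr1 was 194.3 TPM with S100a8 at 4037 and Ccr1l1 at 76.3, and in 2mo WT 10F they were 3729, 4.81 and 2.72. In the 4 naive libraries with contradicting sex they went together: 1507 and 17.74 in 2mo WT 9F, 2636 and 1412 in 2mo Het 10M, 23.99 and 0 in 2yr WT 2F, and 3824 and 169.4 in 2yr KO 1M. The cause was not tested.

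Genes near Cx3cr1 were over-represented among the 2mo DEGs. Within 10 Mb lay 11 of 362 DEGs (odds ratio 4.24, Fisher's exact p 0.00016), and without the listed genes 8 of 330 (odds ratio 3.343, Fisher's exact p 0.00446). The 8 kept their change in 5 of 8 cases at 2yr (21.7% of the other DEGs, Fisher's exact p 0.0169) and in 4 of 8 in LPS microglia (12.4%, Fisher's exact p 0.013), while 4 of 8 at 1yr (Fisher's exact p 0.0787) and 2 of 8 in saline mice (Fisher's exact p 0.232) were not separated from the rest. Sequence carried along with the targeted allele may account for part of the change in genes there, among them Ccr1l1, and an effect of the receptor stays open.

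Early-response genes were lower with age. The median log2 fold change in WT at 2yr was -0.806 over the 25 listed genes that the study did not name. Early-response genes covaried with Fos within age (mean r 0.411, random 0.096), by 0.479 at 2mo and 0.536 at 2yr but -0.057 at 1yr. Handling of the tissue could therefore have moved these genes. They made up 18 of 1373 DEGs (13 lower, 5 higher), or 1.311%. A list of 30 genes can hold only a small share of so many, so whether handling was the whole cause stays open. The ERCC share had medians of 1.73%, 3.03% and 0.603% at 2mo, 1yr and 2yr, a ratio of 5.026 between 1yr and 2yr. The study stated that all libraries of the ages were prepared at once, from RNA obtained at different times, and that processing days made no difference. A difference in RNA input or collection therefore cannot be told apart from age.

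At 1yr the 3 WT males had 7.29 to 8.25% ERCC against 1.94 to 4.22% in WT females, and 15801 to 16257 genes detected against 16858 to 17958. The score of the 521 sex DEGs was tested in the 23 Het and KO libraries. It fell as the ERCC share rose, centred first within sex (r -0.412, permutation p 0.0496) and then within sex and genotype (r -0.504, permutation p 0.0136), and without the 2 farthest libraries it was -0.366 (permutation p 0.101). Low RNA input in the males therefore cannot be told apart for part of these genes. Given genotype and ERCC share, females still scored higher by 0.34 (permutation p 0.0016), a test added after its value was seen, which argues against low input as the whole cause.

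After LPS, microglial Saa3 was 3.35 TPM in WT 1M, 8.39 in Het 7M and 3.4 in KO 13F, within the saline range of 2.23 to 9.76. Peritoneal Saa3 of these mice was 61930, 19820 and 70240 TPM, within the 7549 to 97120 of all LPS mice. Their peritoneal S100a8 was 5199, 3239 and 673.3 TPM, at the low end of the 578.8 to 68770 of all LPS mice. All were kept under their labels.

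At 2mo KO against WT gave 363 DEGs here. The study reported fewer. At 1yr and 2yr KO against WT gave 70 and 52 DEGs here. The study reported fewer at both ages. In WT at 1yr there were 512 age DEGs here. The study reported more. Between WT females and males there were 29 and 552 DEGs here at 2mo and 1yr. The study reported fewer at both ages. At 2yr there were 19 here. The study reported more. LPS changed 3124 genes in peritoneal cells here. The study reported more. After LPS 30 genes differed between KO and WT microglia here. The study reported fewer. The study left out libraries that were kept here.

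Each count of DEGs was set against other splits of the same libraries into groups of the same sizes, the labelled split included. For each comparison of KO with WT at 2mo, 1yr and 2yr, for KO against Het, for the 6 age comparisons, for sex over all 2yr libraries, for LPS in microglia and in peritoneal cells, for KO in LPS microglia and for the LPS response of microglia against peritoneal cells, 1 of 40 splits gave as many, the labelled one. The same held for 1 of 100 splits for WT sex at 1yr and 1 of 24 for genotype by age. With 40 or 24 splits drawn the share cannot fall below 0.025 or 0.0417.

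Other comparisons were reached by other splits more often. As many DEGs came from 3 of 40 splits for Het against WT at 2mo, 3 of 40 at 1yr and 2 of 40 at 2yr, from 9 of 100 for WT sex at 2mo and 6 of 100 at 2yr, from 11 of 40 for KO in LPS peritoneal cells, 6 of 40 for Het in LPS microglia, 5 of 35 for KO in saline microglia, 5 of 40 for genotype by LPS and 3 of 24 for sex by age. Single splits gave up to 474 for Het at 2mo, 748 for WT sex at 2mo and 1465 for Het in LPS microglia. These counts are not separated from a random grouping of the libraries.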
